A study of Homo sapiens with 22 samples.

How the data were processed

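RNA (RNA-seq) and open chromatin (ATAC-seq) were measured in MDA-MB-231 cells infected with shControl or shLOXL2. The labels state the infection for the ATAC-seq cells and give the hairpin as the treatment for the RNA-seq cells. Samples were grouped by the treatment and title in the labels, and replicate numbers were taken from the titles. The ChIP-seq samples, and the results that rest on them or on their target, among them 1 of 6 gene sets, are not reported here.

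The RNA-seq files hold raw read counts per gene as the authors deposited them, whole numbers without a header, for 57820 Ensembl gene identifiers. The aligner, counting tool, strand setting and annotation release are not stated in the labels. If counting ignored the strand, reads of overlapping antisense genes can be pooled. Each file has one count column, so no other strand setting was tried. No row without a gene was present. Per the labels' protocols, RNA was extracted with a column kit, and ATAC-seq cells were treated with Tn5 transposase and the DNA was size-selected on AMPure beads. The labels do not record whether reads were shifted for the Tn5 cut. The ATAC-seq files hold peaks of single libraries with a score per peak, as the authors deposited them, and their names call them filtered. The peak caller, its threshold and the filter are not stated in the labels. In each of the 6 lists the highest peak number exceeds the number of peaks, so numbered peaks are missing from them. Without read depths, a difference in peak number mixes depth and enrichment with accessibility.

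Peak ends fit within the chromosome lengths of GRCh37, and the GENCODE v44lift37 annotation of that build was used for positions, gene starts and 3′ UTRs. The build is not stated in the labels. Gene identifiers were matched without their version, and 96.1% of them had a symbol. They held 99.6% of the counts of each library.

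Genes were kept by edgeR's filterByExpr, libraries were scaled by TMM, and groups were compared with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error of a log2 fold change is its absolute value over the square root of the F statistic. Gene sets were tested on log2 CPM (prior count 2) with camera in limma 3.58.1, two-sided, with a preset correlation of 0.01 and adjustment over 6 sets, and with fry. Lists were compared with tested genes. Gained ATAC promoter peaks were compared with genes that had no shControl ATAC promoter peak, and lost ones with genes that had one in at least 2 replicates. On simulated counts for 15440 genes of this RNA comparison with 200 changed genes, 97.5% of the changed genes were called, and 2.5% of the calls were unchanged genes. In the data 6686 of 15602 tested genes were called. The simulation therefore does not test scaling or error rates where so many genes change. A scan of 8-base words in 3′ UTRs, added after the data were seen, was tested on simulated values for 10542 genes and recovered a planted word in rank 1.

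Peaks were compared by an overlap of at least 1 bp. A region counted as present in a group when found in at least 2 of 3 replicates. Promoter peaks lie within 1 kb of a gene start. Peak numbers were compared with two-sided exact permutation tests, and overlap expected by chance came from 20 random shifts. Equal number means the best-scoring peaks of each library, as many as the smallest list holds.

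Genes were named by a rule fixed before the data were examined. Of the genes reported here, it takes LOXL2, MED1, LOX, LOXL1, LOXL3, LOXL4, BRD2 and BRD3. It adds the 5 largest rises and 5 largest falls among genes with an adjusted p below 0.05, a mean log2 CPM of at least 1 and groups that do not overlap, and the 3 genes of each cell cycle list with the smallest p. A list of 24 immediate-early genes was written after the data were seen.

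Alternatives fixed beforehand were RLE scaling, no filter, DESeq2 1.42.0, limma-voom, a replicate block, a GC correction, both together, stricter thresholds, camera with estimated correlation, fry, each replicate left out, the peaks above each library's median score, equal number, reciprocal overlap of 50%, other consensus rules, covered bases and a 3 kb promoter window. Added after the data were seen were a length correction, leaving out mitochondrial genes, all tested genes as background, canonical transcript starts and a minimum peak score of 100. GC content was known for 97.8% of tested genes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for peaks and words.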

Results

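The data came from MDA-MB-231 cells, an established human line derived from a triple-negative breast cancer, a tumour type that lacks the estrogen and progesterone receptors and HER2 amplification. The cells carried a control short hairpin RNA (shControl) or a hairpin against LOXL2 (shLOXL2), which encodes lysyl oxidase-like 2. RNA-seq gave 6 libraries (3 per group) and ATAC-seq gave 6 libraries (3 per group). ATAC-seq marks DNA open to the Tn5 transposase. The series title names LOXL2 and the Mediator subunit MED1 in the transcription of cell cycle genes. The comparisons therefore ask what the loss of LOXL2 does to RNA levels and to open chromatin.

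RNA-seq depth was 40308300, 49375803 and 40851123 counts in shControl replicates 1, 2 and 3, and 40254464, 42007916 and 45751729 counts in the shLOXL2 replicates. Of 57820 genes in the files, 15602 passed the filter on low counts and were tested. The 10 most abundant genes took between 3.83% and 5.73% of the counts of a library. Within each group every pair of libraries differed by more than sampling noise, with a mean chi-square per gene from 5.32 to 21.9. All were therefore counted as separate replicates. The highest values, 21.9 and 19.3, were the pairs of shControl replicate 3 with replicates 1 and 2. This test cannot tell separate cultures or infections from separate preparations of the same culture. If the libraries of a group share a culture or infection, the gene tests leave out the spread between cultures.

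The targeted gene was examined first. LOXL2 (ENSG00000134013.11) lies on the minus strand of chromosome 8 from 23154410 to 23282841 (GRCh37) and overlaps ENTPD4 on the same strand and LOXL2-AS1 on the other. Its normalized level was 445, 413 and 379 CPM (counts scaled to the effective library size) in the shControl libraries, from raw counts of 18336, 20719 and 15630. It was 132, 139 and 99.1 CPM in the shLOXL2 libraries, from raw counts of 5277, 5696 and 4446. The mean fell from 412 ± 33.1 CPM (SD, n = 3) to 123 ± 21.3 CPM (SD, n = 3). The log2 fold change was -1.74 (SE 0.11) with an edgeR quasi-likelihood adjusted p of 7.67e-07. Among the alternatives, leaving out shLOXL2 replicate 3 moved it most, to -1.61. The direction of the target gene thus went with the label of each of the 6 libraries.

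**Figure D1:**
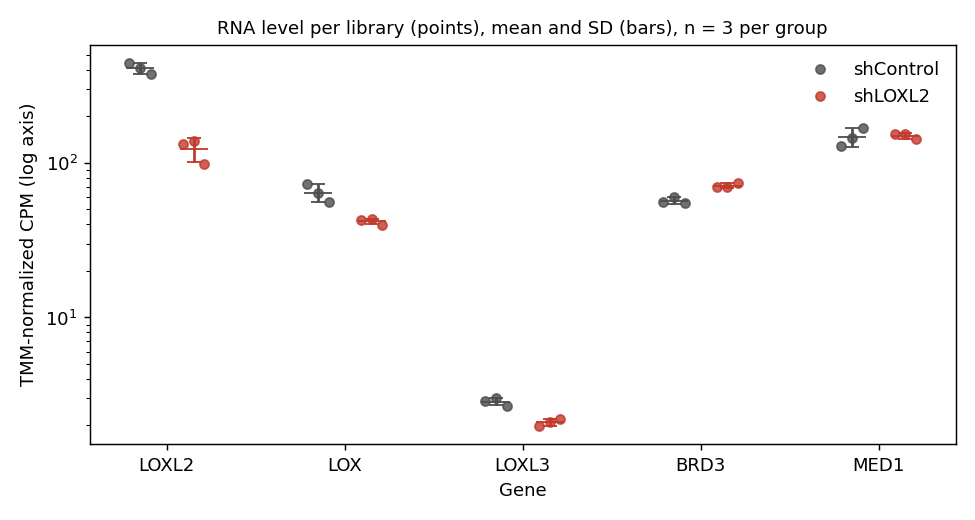
TMM-normalized CPM on a log axis for 5 genes fixed for naming beforehand, with a point for each library and bars for the mean and SD of 3 libraries per group. LOXL2 fell from 412 to 123 CPM on average, while the MED1 libraries of the groups overlapped.

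Across all tested genes, 6686 had an edgeR adjusted p below 0.05, which is 42.9% of those tested. RNA was higher in shLOXL2 for 3368 of them and lower for 3318. Most changes were small, with a median absolute log2 fold change of 0.36 among the called genes. Requiring in addition an absolute log2 fold change above 1 moved the count most, to 401 genes, of which 212 were higher and 189 lower. The libraries of the groups did not overlap for 4253 genes that were higher and 4152 that were lower in shLOXL2. Together these are 53.9% of the tested genes, where chance gives 10%. The biological coefficient of variation was 6.38%.

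The genes fixed for naming included MED1, which the series title names with LOXL2. MED1 (chromosome 17, 37560538 to 37607525, minus strand) averaged 148 ± 20.6 CPM in shControl and 150 ± 6.54 CPM in shLOXL2 (SD, n = 3 each), a difference smaller than the spread between replicates (edgeR adjusted p 0.81). Without shControl replicate 3, MED1 passed the threshold with a log2 fold change of 0.14. BRD3 rose by 0.32 (SE 0.05, edgeR adjusted p 0.000648), and BRD2 did not pass the threshold (-0.08, adjusted p 0.625). Without shControl replicate 3 the sign of the BRD2 value changed.

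In the lysyl oxidase family, LOX fell with LOXL2, from 64.2 ± 8.61 to 41.9 ± 1.79 CPM (SD, n = 3 each), a log2 fold change of -0.62 (SE 0.08) with an edgeR adjusted p of 0.000137. LOXL3, at a mean of 2.85 CPM in shControl, fell by 0.45 on the log2 scale (SE 0.13, edgeR adjusted p 0.0136), and lost the call under DESeq2 and in the fits without shControl replicate 2 or shLOXL2 replicate 1. LOXL1 (0.14, adjusted p 0.268) and LOXL4 (-0.02, adjusted p 0.85) did not pass the threshold. By whole span, introns included, all genes named here except KISS1, CDCA8 and AURKA overlap another annotated gene. Overlap of exons was not tested. For antisense neighbours, the files do not say whether counting used the strand. CAPN8, PSG9, EGR2, NRK and PCNA overlap only genes on their own strand, where the strand setting plays no part. Whether reads of a neighbour entered the counts is therefore not known.

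The largest rise among genes with separated groups was that of CAPN8 (ENSG00000203697.7, chromosome 1, 223711349 to 223853425, minus strand). It had 9, 17 and 11 counts in the shControl libraries and 520, 673 and 665 in the shLOXL2 libraries, a log2 fold change of 5.71 (SE 0.17, edgeR adjusted p 1.33e-08). RAB3B rose by 2.72 (SE 0.12), PSG9 by 2.62 (SE 0.14), RAB37 by 1.95 (SE 0.15) and AHNAK2 by 1.79 (SE 0.06) on the log2 scale. PSG9 belongs to a family of near-identical neighbouring genes, so its counts are uncertain. AHNAK2 was the most abundant of the 5, with 73.1 ± 5.78 CPM in shControl and 253 ± 3.74 CPM in shLOXL2 (SD, n = 3 each).

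The 5 largest falls under the same rule were those of EGR3, EGR2, NR4A3, NRK and KISS1. For EGR3, EGR2 and NR4A3 the size of the fall came from a single library. EGR3 had 44, 48 and 1518 counts in shControl replicates 1, 2 and 3, and 29, 38 and 32 counts in the shLOXL2 libraries. Its log2 fold change of -4.02 (SE 1.26, edgeR adjusted p 0.0233) became -0.36 without shControl replicate 3, and NR4A3 moved from -3.32 (SE 1.06) to -0.45. Both then lost the call. EGR2 moved from -3.83 (SE 1.07) to -1.41 and kept it. NRK (chromosome X, 105066532 to 105202602, plus strand) fell by 2.11 on the log2 scale (SE 0.20, edgeR adjusted p 1.05e-05). KISS1 (chromosome 1, 204159469 to 204165619, minus strand) went from 13.5 ± 1.17 to 3.76 ± 0.375 CPM (SD, n = 3 each), a log2 fold change of -1.85 (SE 0.10, edgeR adjusted p 4.57e-07). A scan of short words in 3′ UTRs, made after the data were seen, gave TACAATAA the lowest score, and CCTCTCCA the lowest among genes without the core of the first word. Among the named genes that fell, LOX, EGR2, NRK, GINS2 and KIF2C carry 7 bases of the first word and NR4A3 carries all 8, as does RAB3B, which rose. EGR3 carries all 8 bases of the second word. NR4A3, NRK and LOXL3, which fell, and RAB37, which rose, carry 7 bases of it. Over all scanned genes the median log2 fold change was -0.059 with all 8 bases of the second word. It was 0.003 with 7 bases and -0.007 without the word, so 7 bases went with no lower median.

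The title concerns cell cycle transcription, and 2 lists of cell cycle genes had been fixed before the data were examined. Of 43 genes expressed in S phase, 42 were tested (UHRF1 was not matched by its identifier), and all 42 were lower in shLOXL2. The edgeR adjusted p was below 0.05 for 41 of them over all genes tested and for 41 adjusted over the list alone. Their median log2 fold change was -0.57, against -0.00 over all tested genes (camera adjusted p 1.81e-21 over 6 sets). Of 54 genes expressed in G2 and M phase, 52 were lower, with 47 called lower and 1 called higher over all genes tested. Adjusted over the list alone, 48 were lower and 2 higher. The median was -0.47 (camera adjusted p 2.69e-21). Leaving out shControl replicate 3 moved the S phase median most, to -0.50.

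Camera was run with a preset correlation between genes of 0.01. Both cell cycle sets also passed under fry, with adjusted p of 0.00336 for S phase and 0.000119 for G2/M. With the correlation estimated from the data neither passed (adjusted p 0.346 and 0.0841). Each of the 3 shLOXL2 libraries had a lower list median than each of the 3 shControl libraries for both lists.

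The S phase genes with the smallest p were TYMS, PCNA and GINS2. TYMS went from 327 ± 16.7 to 175 ± 5.95 CPM (SD, n = 3 each), a log2 fold change of -0.90 (SE 0.05, edgeR adjusted p 4.24e-07). PCNA fell by 0.77 (SE 0.06) and GINS2 by 0.87 (SE 0.07) on the log2 scale. In the G2/M list these were CDCA8, which fell by 0.71 (SE 0.04), AURKA, which fell by 0.69 (SE 0.05), and KIF2C, which fell by 0.61 (SE 0.04). TYMS, GINS2 and KIF2C overlap antisense genes, and PCNA overlaps a small nucleolar RNA gene on its own strand.

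A list of 25 interferon-stimulated genes served as a check for a difference between groups in the response to infection or to double-stranded RNA. Both groups carried a hairpin, so a response common to both cannot appear in this comparison. The median log2 fold change was -0.06, with 10 genes called lower and 6 called higher, both over all genes tested and adjusted over the list alone. The set did not stand apart from the other genes in one direction (camera adjusted p 0.574). This test does not detect a mix of rises and falls.

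**Figure D2:**
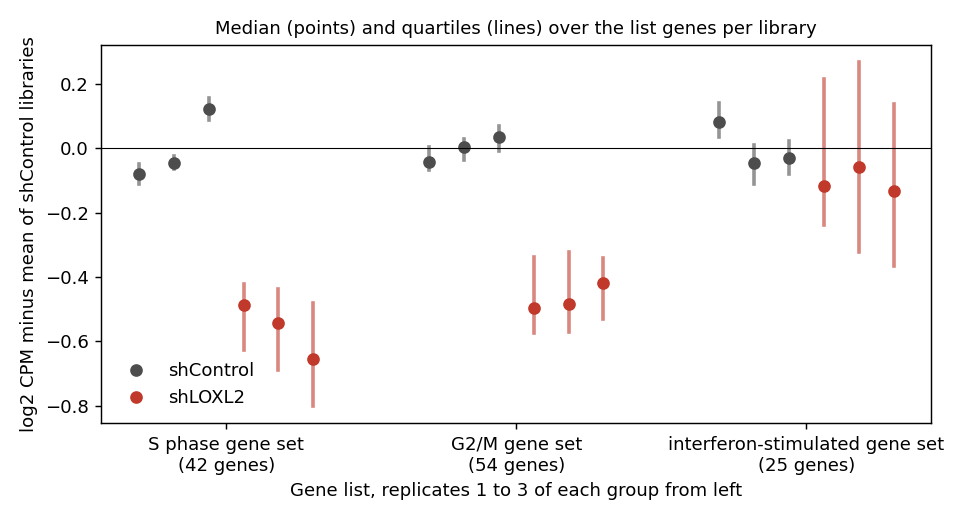
For each library, the median (point) and quartiles (line) over the genes of a list of log2 CPM minus the mean of the 3 shControl libraries. The S phase and G2/M medians of the 3 shLOXL2 libraries lie below those of all shControl libraries, and the interferon-stimulated medians of all 6 libraries lie between -0.13 and 0.08.

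ATAC-seq peaks were listed per library, and the files give no read depth. The shControl libraries held 27099, 45416 and 36967 peaks, and the shLOXL2 libraries 47232, 49614 and 55592. The means were 36494 ± 9168 and 50813 ± 4307 peaks (SD, n = 3 each), a log2 ratio of 0.48. A two-sided exact permutation test gave p = 0.1, the smallest value that 3 against 3 libraries allow, so this design cannot reach 0.05. The ratio was moved most by a minimum peak score of 100, to 0.73 on the log2 scale. Median scores ran from 88 to 144 across the libraries, so this cutoff kept unlike shares of the lists. It kept 11669 of 27099 peaks in shControl replicate 1 and 36360 of 55592 in shLOXL2 replicate 3. With one library left out the ratio ran from 0.30, without shControl replicate 1, to 0.67, without shControl replicate 2. Peaks covered 18.0 ± 6.69 Mb in shControl and 24.0 ± 2.50 Mb in shLOXL2 (SD, n = 3 each), and there the groups overlapped (exact permutation p = 0.3).

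Regions found in at least 2 of 3 replicates numbered 34134 in shControl and 47964 in shLOXL2. Of the shControl regions, 95.6% overlapped a shLOXL2 region by at least 1 bp, where randomly shifted regions gave 2.12%. Of the shLOXL2 regions, 68.5% overlapped a shControl region. Only 512 shControl regions had no peak in any shLOXL2 library, while 7263 shLOXL2 regions had none in any shControl library. The shares changed with the number of peaks taken. With the 27099 best-scoring peaks of each library, they became 84.5% and 83.0%. Lists of equal length give near-equal shares by construction, so this does not show that peak number caused the asymmetry. The score is the authors' own value for each peak and was used only to rank peaks within a list. The shLOXL2 share depended on the libraries used. It was 48.7% without shControl replicate 2 and 78.3% without shLOXL2 replicate 3. Under the rule of at least 2 replicates, a region must then be in both remaining replicates of that group. The choice of library and a stricter rule are therefore mixed in these values.

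At equal number, a pair of ATAC libraries shared on average 81.2% of peaks within shControl, 84.5% within shLOXL2 and 79.1% between the groups. The gap of 3.73 percentage points between the within-group and between-group means was the largest of the 10 splits of the 6 libraries.

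The share of ATAC peaks within 1 kb of an annotated gene start was 30.1 ± 3.18% in shControl and 25.4 ± 1.13% in shLOXL2 (SD, n = 3 each). The difference of -4.72 percentage points had an exact permutation p of 0.1, the smallest possible, and was -3.16 points at equal number. Across all 6 libraries the share fell as the number of peaks rose, from 33.2% at 27099 peaks to 24.2% at 55592. It was 26.8% in shControl replicate 2 (45416 peaks) and 26.4% in shLOXL2 replicate 1 (47232 peaks). The group difference can therefore follow the number of peaks. Equal numbers do not equalize depth or enrichment, so the value at equal number does not settle this.

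**Figure D3:**
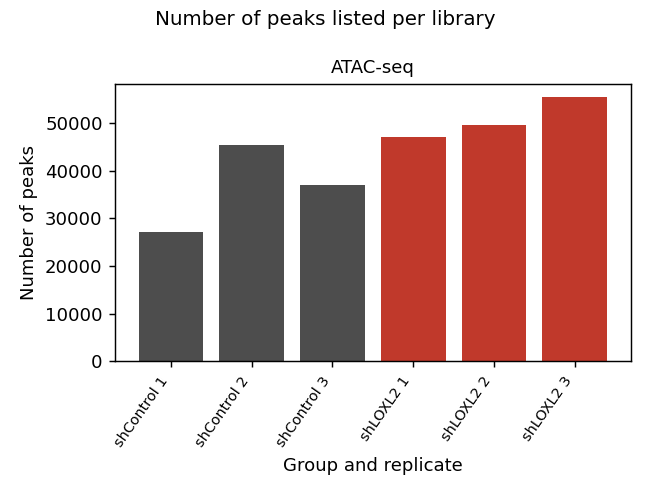
Number of ATAC-seq peaks in each library, on an axis from 0, with shControl in grey and shLOXL2 in red. Each shLOXL2 library held more peaks than every shControl library, at the closest 47232 against 45416.

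ATAC-seq peaks near the gene starts of LOXL2 and MED1 were read from each list in GRCh37 coordinates. Within 1 kb of the annotated LOXL2 gene start at 23282841 no library had a peak. Around the start of the canonical LOXL2 transcript at 23261633, a position chosen after the data were seen, all 3 shControl and 2 of 3 shLOXL2 ATAC libraries had a peak. At the MED1 start (37607525), ATAC peaks were listed in 2 of 3 shControl and 3 of 3 shLOXL2 libraries. With more peaks in the shLOXL2 lists, the absence of a peak in a shControl list does not show closed chromatin.

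The peak lists were joined to the RNA changes through gene starts. The 328 genes with an ATAC promoter peak gained in shLOXL2 had a median of 0.07, against 0.04 for all 4150 genes without a shControl ATAC promoter peak (camera adjusted p 0.471). Of the 328 genes, 99 were called higher and 53 lower over all genes tested. Calls in the background are not given, so this skew cannot be set against it. This set passed the threshold when low-count genes were kept (adjusted p 0.0412), and the adjusted p ranged from 0.0412 to 0.846 over 19 alternatives. The 26 genes with a lost ATAC promoter peak had a median of 0.06, against -0.02 for the 10001 genes with a shControl ATAC promoter peak (camera adjusted p 0.583). Of these 26 genes, 8 were called higher and 6 lower. Under fry the adjusted p was 0.0651 for each of these sets. The set sizes followed the number of peaks. At equal number 102 genes had a gained and 500 a lost promoter peak, with medians of 0.04 and -0.02, against 0.04 and -0.02 for their backgrounds.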

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

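Of the tests in this part, the counts of other splits, the length correction, the removal of mitochondrial genes, the wider background, the canonical starts and the minimum score of 100 were chosen after the results were seen. LOXL2 stayed lower and past the threshold in all 15 alternatives of the gene fit, from -1.83 to -1.61 on the log2 scale. The number of changed genes stayed within 1.5 times of 6686 except when an absolute log2 fold change above 1 was required, which left 401 genes, 212 higher and 189 lower, by construction. It ran from 5421 to 7052 across the 6 fits that each left out one replicate. The share of higher calls stayed between 49.7% and 51.1% under other scalings, filters and corrections. Other splits of the libraries bear on these counts. In 1 of the 10 splits of the 6 RNA libraries, the real one, as many genes changed, rose (1 of 10) and fell (1 of 10), and the 9 others gave 0 genes with 104 to 442 genes at an unadjusted p below 0.05. A 3 against 3 design cannot bring that share under 0.05.

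Replicate numbers did not pair the RNA libraries. The deviations of same-numbered samples from their group means correlated at -0.05, -0.06 and -0.11. A replicate block gave 5793 changed genes, LOXL2 at -1.75, an S phase median of -0.57 and a G2/M median of -0.47. It gave a log2 ratio of 0.51 for ATAC peaks, and changed no call of a named gene or gene set. Promoter shares were not run with a block. No paired analysis was possible for overlaps because they come from no test.

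The S phase and G2/M medians (-0.57 and -0.47) passed in 14 of 15 alternatives. The exception was camera with an estimated correlation, with adjusted p of 0.346 and 0.0841. That setting differed from the main test only in how correlation between genes was handled, and the estimated correlations were not examined. Apart from fry, the alternatives that passed kept the preset correlation, so they do not bear on this. The real split gave the smallest camera p of the 10 splits for S phase (1 of 10) and G2/M (1 of 10). Yet 8 and 9 of the 9 other splits also passed at the preset correlation, so that p-value is not a guide to the strength of the evidence. The interferon-stimulated set passed in none of 15 alternatives, and 10 of 10 splits gave as small a p.

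The gained ATAC promoter set passed only without the filter on low counts (0.0636 on the log2 scale, adjusted p 0.0412, against a range of 0.0412 to 0.846), and the cause was not tested; 6 of 10 splits gave as small a p. For the lost set 4 of 10 splits did. At equal number the gained set went from 328 to 102 genes and the lost set from 26 to 500, and the lost median changed sign, to -0.0224.

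Among genes that were not called, signs changed for MED1 (-0.00693) and LOXL4 (0.0109) under the length correction. With one replicate left out MED1 ran from -0.0609 to 0.138, LOXL4 from -0.0927 to 0.0545 and BRD2 from -0.190 to 0.117. The cause was not tested. For named genes 15 other calls changed in 5 genes, of which 14 were lost and 1 was gained. EGR3, EGR2 and NR4A3 lost the call under limma-voom, and EGR3 and NR4A3 also in the 4 fits without shControl replicate 3 or without any one shLOXL2 replicate. DESeq2 gave no p-value for these 3 genes, whose highest Cook's distances (22.6 to 30.4) exceeded its outlier cutoff of 18, so they have no result under it.

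ATAC shares changed with the number of peaks taken, and near-equal shares at equal number arise by construction. At equal number 84.5% of shControl regions and 83.0% of shLOXL2 regions were found in the other group. For shLOXL2 regions it was 59.1% with a minimum score of 100 and 60.0% with peaks in all replicates. With one replicate left out the shares ran from 89.6% to 98.9% and from 48.7% to 78.3%.

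The ATAC promoter share difference stayed negative in all its alternatives, and ran from -6.39 to -3.22 points when a replicate was left out. The share fell with the number of peaks across the libraries, so this does not separate a group difference from depth or enrichment. The ATAC peak count kept its direction, with a log2 ratio from 0.303 to 0.666 when a replicate was left out, but its design cannot reach 0.05. Taking the peaks above the median score cannot move a ratio of peak numbers, and the restriction to standard chromosomes removed no peak. The count column of another strand setting could not be run.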

Other observations

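The tests in this part were chosen after the result was seen, except the GC correction and the fits without a replicate, which had been fixed beforehand.

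The change in RNA followed a short word in 3′ UTRs. Among 59814 words of 8 bases scanned over the 3′ UTRs of 10542 genes, after regression on UTR length, GC content, expression and gene length, TACAATAA had the lowest z, -13.5. In 21 simulated draws without any effect the strongest absolute z was between 3.99 and 5.71, and the strongest rise in the data was 4.40. Genes with all 8 bases (561) had a median log2 fold change of -0.18, genes with 7 of them (1751) -0.04, genes with the inner 6 (1061) 0.00 and genes without (7169) 0.02. The word was depleted in each of the 3 shLOXL2 libraries against the mean of the shControl libraries, with z from -13.6 to -13.0, while each shControl library against the other pair gave between -1.45 and 1.18. The 3 shLOXL2 values share the shControl libraries and are not independent. The base composition of 3′ UTRs alone does not account for it, since the strongest of 157 words of the same bases that share no 6 in a row with it reached -3.81.

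A second, unrelated word, CCTCTCCA, had a z of -7.41. Genes with all 8 bases of it (699) had a median log2 fold change of -0.059 and genes with 7 (2449) 0.003. Genes with the inner 6 (1404) had 0.041 and genes without (5990) -0.007, so these medians were not graded as for the first word. The means after the regression were -0.090, -0.023, 0.024 and 0.014 in the same order. CCTCTCCA ranked 7 of 59814 words, behind words that contain ACAATA, and 1 of 51369 words among the 7169 genes without the core of the first. There its z was -5.17, little beyond the strongest absolute z of 21 simulated draws without effect for those genes (between 3.97 and 5.05), so the second word is weaker evidence than the first. The reverse complement of its first 7 bases, GGAGAGG, lies 3 bases upstream of TACAATA in the LOXL2 transcript. The 19-base stretch GGGAGAGGACATACAATAC is in exon 4 of 14, in the coding sequence, on the minus strand of chromosome 8 from 23198517 to 23198535 (GRCh37), within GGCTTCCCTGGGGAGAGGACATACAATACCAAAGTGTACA. Of 64476 annotated genes, 1 had the pair at this spacing, which was LOXL2, and 17 had it within 25 bases. The spacing was taken from LOXL2, so LOXL2 has it by construction. The count at this spacing thus adds little to LOXL2 being among the 17. LOXL2 did not enter the words through this stretch, which is outside its 3′ UTR. A candidate explanation is that the hairpin targets this stretch and that both of its strands act on other transcripts as microRNA-like seeds, since the words match positions 2 to 8 of each strand of a 19-base duplex. The hairpin sequence is not given in the labels, so this is a hypothesis. As large an absolute z appeared in 1 of 10 splits of the RNA libraries for the first word and in 2 of 10 for the second. The other splits still set unequal numbers of shLOXL2 libraries against each other, and for the first word their absolute z reached 12.4, so the size of z across genes overstates the evidence from 6 libraries. Endogenous microRNAs were not tested.

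If so, part of the RNA change may be independent of LOXL2. Of 2716 scanned genes called lower, 858 (31.6%) carry 7 or 8 bases of TACAATAA, against 18.6% of the other genes, which would give 505. The cell cycle lists argue against a direct effect through the first word. Only 5 of 41 S phase genes and 5 of 54 G2/M genes carry 7 or 8 bases of it, and the genes without any site had medians of -0.57 (33 genes) and -0.47 (41 genes). An effect through other targets stays open, since shLOXL2 is the only knockdown the labels name and no rescue was analysed here. The medians after a GC correction were -0.55 and -0.45, and after a length correction -0.59 and -0.43, which argues against either trend as the whole cause.

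Immediate-early genes set shControl replicate 3 apart. In 9 tested genes its log2 CPM was over 2 units above the mean of the other shControl libraries, against 1 gene for replicate 1 and 0 for replicate 2. Of those 9 genes, 7 are on the list of 24 immediate-early genes written after the data were seen (EGR2, EGR3, NR4A1, NR4A2, NR4A3, FOSB and ATF3). FOS, at 140 CPM, was lower there than in the other shControl libraries (203 and 202 CPM). Over the list the median log2 fold change moved from -0.41 to -0.17 without this library, calls of lower genes from 11 to 8 and calls of higher genes from 2 to 4. The falls of EGR3 (-0.36 without it) and NR4A3 are consistent with this library alone as their source. EGR2 (-1.41) and EGR1 (-1.04) stayed lower without it, so for them it is not the whole cause. Whether handling or a stimulus to the cells differed was not tested.

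Mitochondrial genes took 3.78%, 4.04% and 3.33% of counts in shControl and 4.65%, 5.88% and 4.73% in shLOXL2 (two-sided exact permutation p = 0.1, the smallest possible). Of 13 mitochondrial protein-coding genes, 11 were called higher, with a median of 0.50. Without mitochondrial genes 6687 genes changed, and 6655 of the calls were shared. TMM scaling trims such genes already, so leaving them out could hardly move the count, and whether their larger share contributes to it stays open. No biological explanation was tested.

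For ATAC-seq, of the 30200 shLOXL2 peaks that overlapped no shControl peak, 10.5% were above the median score of their library. Of the 6408 shControl peaks that overlapped no shLOXL2 peak, 2.17% were. Peaks found in one group only were thus mostly weak in both groups, so this test does not show that more depth or enrichment in the shLOXL2 libraries added peaks. Without read depths, that explanation and new openings cannot be told apart. At equal number the gap of 3.73 points between sharing within and between groups was as large in 1 of 10 splits, so chance stays open at this size.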
